A study of Mus musculus and Homo sapiens with 6 samples.

How the data were processed

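Affinity-seq measures which fragments of naked genomic DNA a purified protein binds in a tube. Per the labels, each zinc-finger protein was made in bacteria with a histidine and HALO tag, mixed with sheared genomic DNA, and recovered on nickel beads; the DNA it held was then sequenced. A mean fragment length of 200 bp is given for the mouse DNA only. There is no chromatin in this assay. The series held 6 samples. In 4 of them a protein was tested (mouse ZFY1, mouse ZFY2, human ZFY and mouse CTCF), and 2 were controls, 1 for mouse and 1 for human DNA. The mouse DNA came from the spleen of C57BL/6J mice aged 3 months, and the human DNA from cultured cells, per the labels. Samples were grouped by protein from their titles. Each protein had 1 library, so no spread between replicates could be estimated, and every test below compares libraries or peak lists rather than conditions. The controls enter only through the peak calls, where the file headers name a library of the empty HALO tag as the control.

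The authors deposited 1 peak list for each of the 4 proteins. Peaks were called per sample with MACS 1.4.2, at a p-value threshold of 0.01 and a band width of 300 bp, with the larger library scaled to the smaller, per the file headers. The effective genome size was set to 1.87e+09 in all 4 lists, the human one included, per the file headers. Folder names in the headers show that duplicate reads were kept, and that reads for the 3 ZFY lists had passed a cleaning and blacklist filter; no such filter is named for CTCF. The mouse reads were placed on mm10, per the file headers. The header of the human list names no build. Each peak has a tag count, deposited as whole numbers that were not normalised. The deposited score is -10 times the log10 of the caller's p-value, per the file headers. The deposited fold enrichment is the ratio of tags at the summit to the background rate that MACS used for the peak. Values such as 3.53 for ZFY1 and 2.77 for ZFY2 recur at peaks on different chromosomes. That points to a common rate for many of these peaks rather than a local one. The deposited FDR is given in percent; in MACS it comes from calling peaks with sample and control exchanged. MEME 4.9.0 motif files were deposited for ZFY1, human ZFY and CTCF, each holding 1 motif with its site list and its training sequences; a ZFY2 motif was not analysed here. The training sequences of ZFY1 had been masked, per the command line in its file.

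Library totals were read from the file headers. The protein libraries held 31762941 tags for ZFY1, 61059369 for ZFY2, 14778504 for human ZFY and 57426688 for CTCF. The control held 57300464 tags for both mouse ZFY lists, 63319935 for CTCF and 35328546 for human ZFY. Shares of tags and of peaks carry 95% Wilson intervals, which cover counting error only, since duplicates were kept and tags without molecular identifiers are not independent molecules. The smallest share a library can show (3 tags) was 9.44e-06% for ZFY1, 4.91e-06% for ZFY2, 2.03e-05% for human ZFY and 5.22e-06% for CTCF.

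Peak lists were compared by the share of peaks in one list that shared at least 1 bp with a peak in the other. The positions of the first list were shuffled 1000 times within their chromosomes, and the one-sided p is the share of shuffles, the observed order included, with at least as many overlapped peaks; 0.001 is the smallest p these shuffles can give. Chromosome ends were taken from the outermost peak or annotated gene, and assembly gaps were not left out, because no genome sequence was used here. Shuffled peaks can therefore land in gaps where no peak can be called, which lowers the shuffled overlap. Fold enrichment at shared peaks was correlated with Pearson's and Spearman's coefficients and a two-sided permutation test of 100000 pairings. Motifs were aligned at every offset of at least 6 columns on both strands, and the mean Pearson correlation of the aligned columns was compared with 10000 resamples in which the columns of one motif, and the bases within each column, were permuted (one-sided). Adjusted p-values follow Benjamini and Hochberg within each family of tests.

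Genes came from a RefSeq table of the mm10 assembly with 49976 positioned genes. It gives neither strand nor exons, so transcription start sites could not be placed. In their place, the share of peak midpoints within 1 kb of either end of an annotated gene was compared with 1000 shuffles, and exon or intron positions are not given. Comparisons that need the genome sequence (GC content of peaks, motif matches in all peaks and in intervals 2 kb downstream, the ZFY1 motif in ZFY2 peaks, and backgrounds matched on GC content) were not run. The share of peaks with their own motif was replaced by the share of the MEME training sequences with a site, which has no control. Human peaks were not annotated with genes.

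Named peaks are the 3 with the highest fold enrichment on numbered chromosomes, X or Y for each protein, and the 3 pairs of overlapping ZFY1 and ZFY2 peaks with the best worse-of-2 rank in fold enrichment; the nearest annotated gene is given for each mouse peak. Designs, the naming rule and most alternatives were chosen before the data were examined. The alternatives were the better-scoring 50% of each list, numbered chromosomes with X and Y, reciprocal overlap of 50%, summits within 100 bp, 200 bp around the summit, equal numbers of top peaks, other motif settings and a gene distance of 5 kb. Alternatives chosen after seeing the data moved each peak by 10 to 50 kb, kept peaks at an FDR of at most 5%, left out single peaks, or used a site threshold of 1e-4.

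The overlap and motif tests were tested on simulated data. Among 20 simulated peak lists with no planted overlap, 2 had a p under 0.05; all 5 lists with a planted 20% overlap were detected, with a mean recovered excess of 20.1%. All 20 planted motif pairs were recovered, and 1 of 20 random pairs had a p under 0.05. Fewer shuffles and resamples were used than in the main tests. Lists and motifs with nothing planted were drawn by the tests' own shuffling rule. They therefore check the calculation only, not how the overlap test behaves when peaks cluster by region. The planted 20% was far above the real ZFY2 excess (4.81% against 4.06% after shuffling), so power for that was not shown. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.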

Results

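The DNA-binding preferences of 3 ZFY proteins and of CTCF were measured by Affinity-seq on sheared, protein-free genomic DNA. ZFY1 and ZFY2 are the mouse zinc-finger proteins encoded by a pair of related genes on the Y chromosome, ZFY is their human counterpart, and CTCF is an unrelated zinc-finger protein run in the same assay. Mouse proteins were incubated with mouse spleen DNA and human ZFY with human DNA. The libraries held between 14778504 tags (human ZFY) and 61059369 tags (ZFY2). There was 1 library per protein, so differences between proteins have no replicate error to be judged against.

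The first question was how many sites each protein enriched. The peak lists held 50170 peaks for ZFY1, 2306 for ZFY2, 90084 for human ZFY and 192670 for CTCF. They covered 41.5 Mb, 2.69 Mb, 88.0 Mb and 152.7 Mb, with median widths of 783, 1103, 895 and 761 bp. Peaks contained 4.23% of the ZFY1 tags (95% Wilson interval 4.22 to 4.23%), 0.215% of the ZFY2 tags (0.214 to 0.216%), 11.0% of the human ZFY tags (10.98 to 11.01%) and 61.4% of the CTCF tags (61.3 to 61.4%). The mean density in peaks was 32.4 tags per kb for ZFY1, 48.8 for ZFY2, 18.5 for human ZFY and 230.7 for CTCF, on libraries of different depth. Of the CTCF tags, 13.2% lay in a single peak on chromosome 2, and the share in peaks was 48.2% without it.

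Median fold enrichment over the MACS background was 3.83 for ZFY1, 2.77 for ZFY2, 4.59 for human ZFY and 11.41 for CTCF. Among the 3 ZFY lists this order was the inverse of library depth, so a difference between proteins cannot be told apart from depth. At least 8-fold enrichment was reached by 133 ZFY1 peaks, 2 ZFY2 peaks, 1893 human ZFY peaks and 126458 CTCF peaks. The lists differed as strongly in the caller's false discovery rate. At an FDR of at most 5%, 654 ZFY1 peaks (1.3%), 1 ZFY2 peak, 27557 human ZFY peaks (30.6%) and 169696 CTCF peaks (88.1%) remained. This limit moved the numbers of the 3 ZFY lists most, whereas for CTCF the better-scoring 50% of peaks (96335) moved the number more. The other 2305 ZFY2 peaks had an FDR of 100%. ZFY2 had the deepest library of the 4, so its short list did not come with a low tag number. The human list was called with the genome size used for mouse. This bears on its p-values, and on its fold enrichments where the background was a rate for the whole genome.

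**Figure D1:**
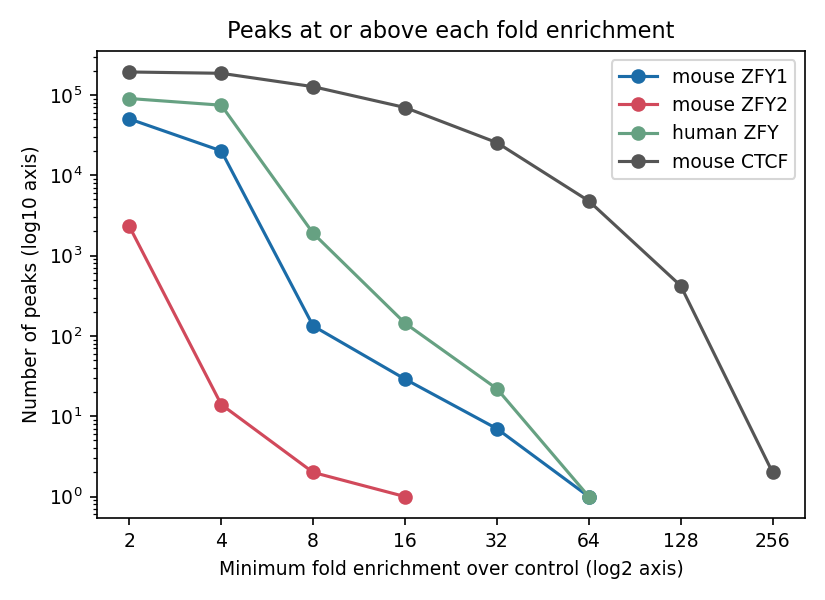
Number of peaks (log10 axis) at or above each fold enrichment over the MACS background (log2 axis) for the 4 proteins, 1 library each. Points are counts and lines join them. Library depths differ, and the human list was called with the mouse genome size. At 8-fold, 126458 CTCF peaks remained against 1893 for human ZFY, 133 for ZFY1 and 2 for ZFY2.

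The strongest ZFY1 peak lay at chromosome 11, 98282984 to 98284127 (mm10), with 302 tags and 76.83-fold enrichment; its summit was 2467 bp from the nearest end of the protein-coding gene Cdk12. The second, at chromosome 2, 19108526 to 19109459, had 63.62-fold enrichment and was 5872 bp from the pseudogene Gm13332. The third, at chromosome 11, 54139620 to 54140300, had 44.16-fold enrichment and was 1742 bp from the non-coding RNA gene Gm12223. All 3 had an FDR of 0%.

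The strongest ZFY2 peak was at the same place, chromosome 11, 54139565 to 54140318, with 190 tags, 29.86-fold enrichment and an FDR of 0%. The next ZFY2 peaks had an FDR of 100%. They lay at chromosome 17, 70963578 to 70964301 (10.93-fold, inside the non-coding RNA gene Gm46595) and at chromosome 17, 36230934 to 36232102 (5.90-fold, 1219 bp from the pseudogene Gm18604), where CTCF also had a peak of 21.6-fold.

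The strongest human ZFY peaks were at chromosome 7, 66901363 to 66906745 (68.37-fold, 866 tags), chromosome 10, 975068 to 977646 (57.66-fold, 304 tags), and chromosome 8, 124754522 to 124755899 (56.12-fold, 123 tags), in the coordinates of the deposited list. The strongest CTCF peaks were at chromosome Y, 90804568 to 90806658 (274.88-fold, inside the non-coding RNA gene Gm33272), chromosome 6, 37848799 to 37849826 (264.03-fold, 16515 bp from the pseudogene Gm7492), and chromosome 2, 173583094 to 173584068 (239.07-fold, inside the transcribed pseudogene Ppp4r1l-ps).

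The second question was whether the 2 mouse ZFY proteins bound the same sites. Of 2306 ZFY2 peaks, 111 (4.81%, 95% Wilson interval 4.01 to 5.76%) overlapped a ZFY1 peak, against 4.06 ± 0.41% (SD over 1000 shuffles) for shuffled peaks. The ratio was 1.18 (one-sided permutation p = 0.041, adjusted p = 0.041 over 3 overlap tests). Limiting ZFY1 to peaks at an FDR of at most 5%, chosen after seeing the data, moved this result most: 3 of 2306 peaks overlapped, 0.130% against 0.0635% after shuffling, a ratio of 2.05 (permutation p = 0.177). With the same number of top peaks for both proteins no excess remained, with 4 of 2306 peaks overlapped, 0.173% against 0.201% after shuffling (permutation p = 0.692). When each ZFY2 peak was moved by only 10 to 50 kb, a background chosen after seeing the data, 4.51 ± 0.43% of the moved peaks overlapped (permutation p = 0.263), so the excess was not detectable against nearby sequence.

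CTCF served as the comparison. Of 50170 ZFY1 peaks, 6306 (12.6%, interval 12.3 to 12.9%) overlapped a CTCF peak, against 12.1 ± 0.15% after shuffling, a ratio of 1.04 (permutation p = 0.002, adjusted p = 0.003). The direction depended on the measure. Summits of only 501 ZFY1 peaks (0.999%) lay within 100 bp of a CTCF summit, against 1.54 ± 0.056% after shuffling, a ratio of 0.647. Against peaks moved by 10 to 50 kb, the ratio of the overlap was 0.940. Of 2306 ZFY2 peaks, 484 (21.0%, interval 19.4 to 22.7%) overlapped a CTCF peak, against 14.6 ± 0.74% after shuffling. That ratio was 1.44 (permutation p = 0.001, the smallest that 1000 shuffles can give; adjusted p = 0.003). It was 0.976 against peaks moved by 10 to 50 kb (permutation p = 0.722). With 1 bp overlap and shuffles within chromosomes, the ratio for ZFY2 peaks was thus larger for CTCF than for ZFY1. The order was the opposite with reciprocal overlap of 50% (1.28 against 1.34), and the difference between these ratios was not tested.

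**Figure D2:**
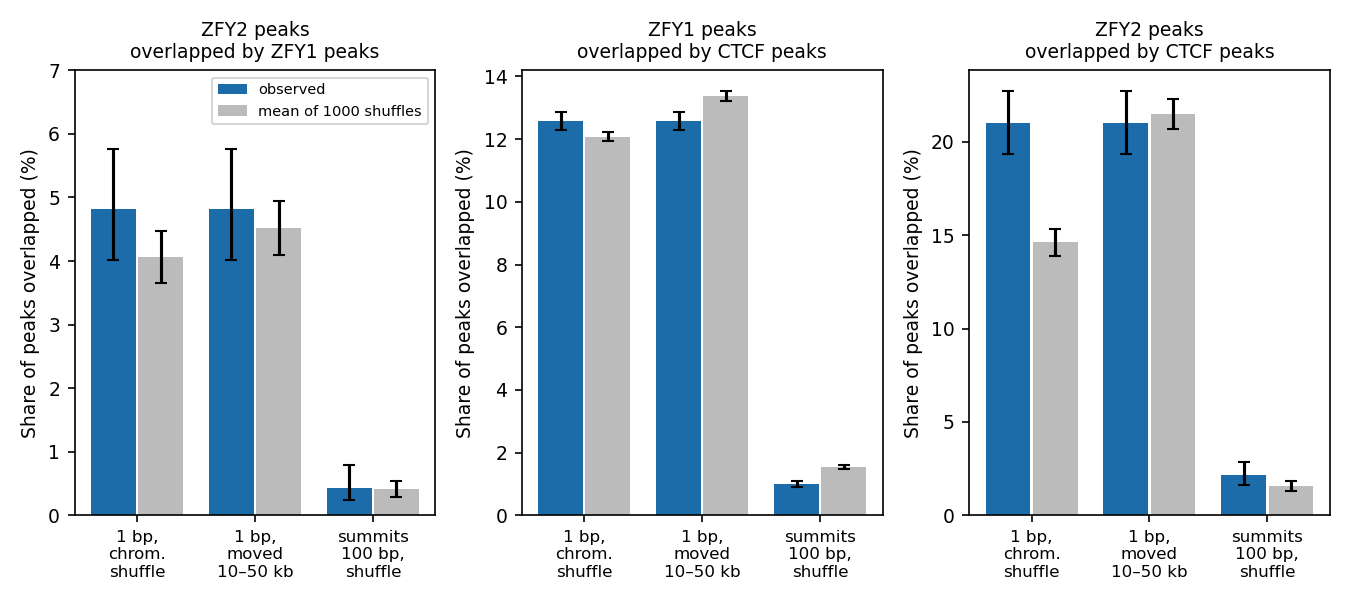
Share of peaks overlapped (percent) for the 3 pairs of lists, with observed shares in blue (bars show 95% Wilson intervals) and the mean of 1000 shuffles in grey (bars show the SD). In each panel, the 1 bp overlap is shown against shuffles within chromosomes and against peaks moved by 10 to 50 kb, and summits within 100 bp against shuffles within chromosomes; the ZFY2 overlap with CTCF was 21.0% against 14.6% shuffled and 21.5% moved.

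The overlapping ZFY1 and ZFY2 peaks formed 113 pairs. Across these pairs fold enrichment gave a Pearson's r of 0.975 (permutation p = 0.00033, adjusted p = 0.0007) and a Spearman's rho of 0.056 (permutation p = 0.557, adjusted p = 0.557). Without the pair of highest ZFY1 enrichment, left out after seeing the data, r was 0.180 (permutation p = 0.057), so the linear relation rested mainly on that pair. This correlation is across peaks in 1 pair of libraries, and peaks are not independent replicates. The best-ranked pair was the chromosome 11 site near Gm12223 named above, where CTCF had 3.48-fold enrichment. The next was at chromosome 17, 23432883 to 23434187 in the ZFY1 list, with 7.36-fold enrichment for ZFY1 and 4.73-fold for ZFY2, 7317 bp from the pseudogene Vmn2r-ps134. The third was at chromosome 7, 144732275 to 144733404, inside the protein-coding gene Ano1, with 7.36-fold enrichment for ZFY1 and 2.61-fold for ZFY2. In the latter 2 pairs the ZFY2 peak had an FDR of 100%.

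**Figure D3:**
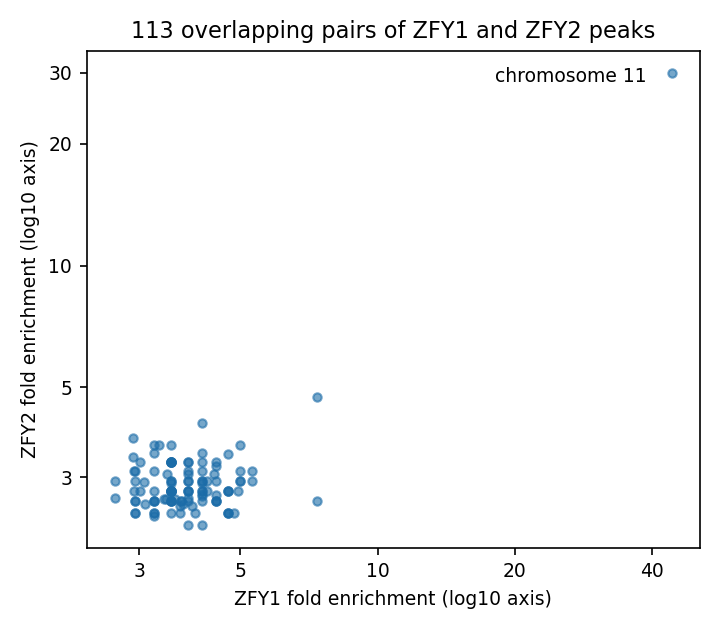
Fold enrichment of ZFY1 (horizontal, log10 axis) and ZFY2 (vertical, log10 axis) at the 113 overlapping pairs of peaks; each point is a pair. The chromosome 11 pair, at 44.16-fold and 29.86-fold, stands apart from the rest.

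The third question was whether mouse and human ZFY selected the same sequence. The ZFY1 motif was AGGCTTCAAA, found at 11 of 28 training sequences (39.3%, 95% Wilson interval 23.6 to 57.6%). Its E-value of 0.86 was not significant, so it may be a chance motif. The human ZFY motif was CCAGGCCCAGC, at 77 of 98 sequences (78.6%, 69.5 to 85.5%) with an E-value of 1.8e-57. The CTCF motif was CACTAGGGGGCGCTATTGAGC, at 82 of 82 sequences (lower bound 95.5%) with an E-value of 8.4e-301. All training sequences were centred on summits. Those of ZFY1 and human ZFY came from peaks with an FDR of 0%, and those of CTCF from the 82 peaks of at least 165.14-fold. At a site p-value under 1e-5, 6 of 28 ZFY1, 22 of 98 human ZFY and 82 of 82 CTCF sequences kept a site. These are the sequences the motifs were derived from, so the shares do not apply to the remaining peaks.

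The best alignment of the ZFY1 and human ZFY motifs spanned 9 columns with a mean column correlation of 0.427. Resampled motifs averaged 0.403 (one-sided permutation p = 0.380, adjusted p = 0.647 over 3 motif pairs). For ZFY1 and CTCF the value was 0.394 over 8 columns (permutation p = 0.647, adjusted p = 0.647), and for human ZFY and CTCF 0.408 over 11 columns (permutation p = 0.514, adjusted p = 0.647). No pair differed from resampled motifs over the whole alignment. Because the ZFY1 motif was not significant, its comparisons cannot decide whether mouse and human ZFY select the same sequence. With the Euclidean measure, the alternative that moved it most, the ZFY1 and human ZFY pair reached 0.671 (permutation p = 0.0593).

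**Figure D4:**
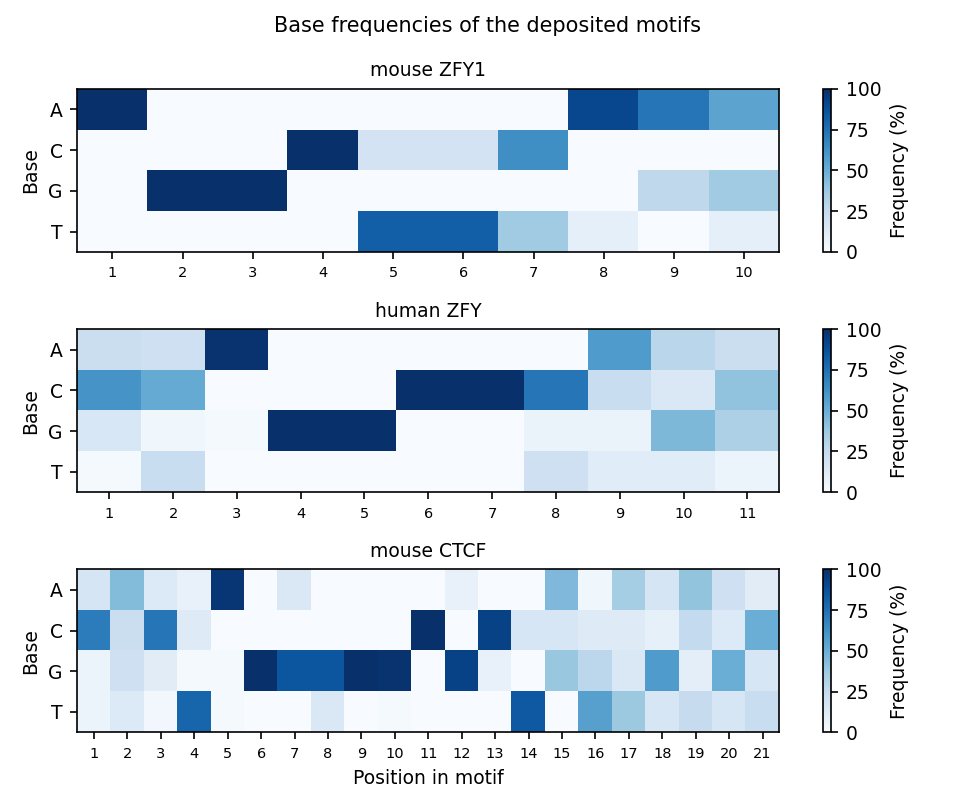
Base frequency (percent, colour scale from 0 to 100) at each position of the deposited motifs of mouse ZFY1, human ZFY and mouse CTCF. Positions 1 to 4 of the ZFY1 motif and 3 to 6 of the human ZFY motif read AGGC, with frequencies of at least 98.7%.

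The lists were last compared with gene positions. Of the ZFY1 peaks, 4.49% (95% Wilson interval 4.32 to 4.68%) had a midpoint within 1 kb of an end of an annotated gene, against 6.31 ± 0.11% after shuffling. That ratio of 0.712 was below 1, so the planned one-sided permutation test for an excess gave p = 1; the opposite tail gave p = 0.001. For ZFY2 the share was 9.28% (8.16 to 10.5%) against 6.48 ± 0.51%, and for CTCF 8.97% (8.85 to 9.10%) against 6.34 ± 0.055%. Both had a permutation p of 0.001 and an adjusted p of 0.0015. Against peaks moved by 10 to 50 kb, the ratio fell from 1.43 to 1.03 for ZFY2 (permutation p = 0.354) and from 1.41 to 1.06 for CTCF (permutation p = 0.001). For ZFY1 it was 0.680. Midpoints lay inside a gene for 46.9% of ZFY1 peaks, 65.7% of ZFY2 peaks and 56.1% of CTCF peaks, against 48.7%, 49.2% and 48.4% after shuffling.

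**Figure D5:**
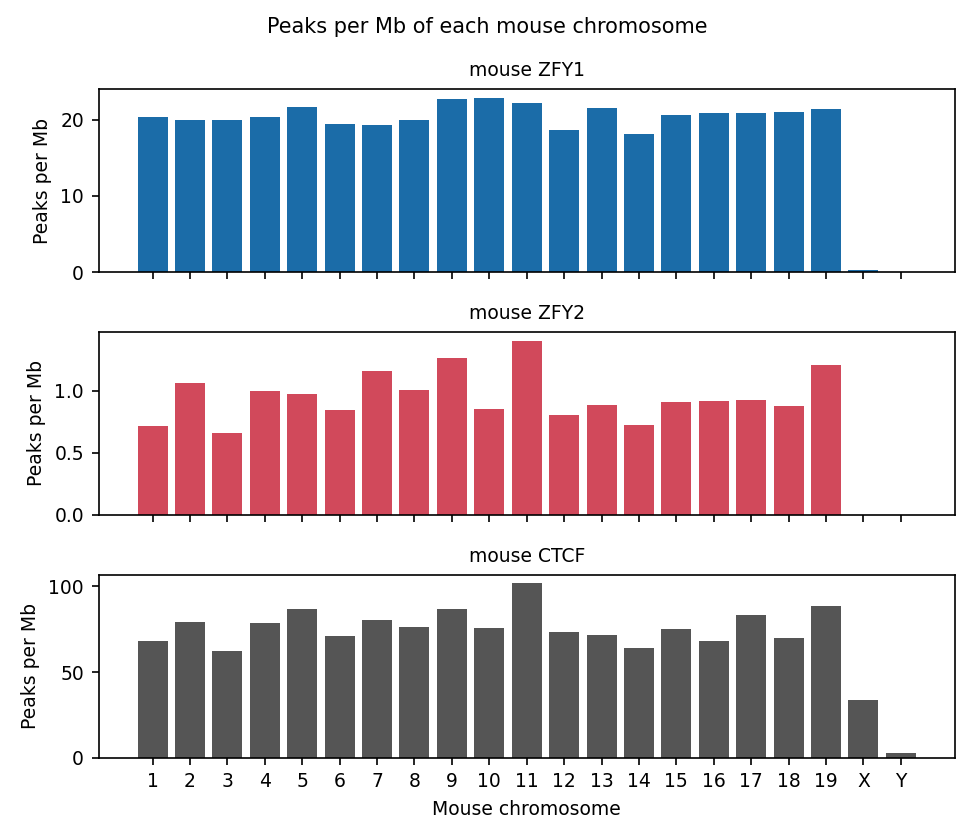
Peaks per Mb (bars) on each mouse chromosome for ZFY1, ZFY2 and CTCF, 1 library each. On chromosome X the values were 0.305 for ZFY1, 0 for ZFY2 and 33.7 for CTCF, below every autosome in each list.

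Peak density on the 19 autosomes ranged from 18.1 to 22.9 peaks per Mb for ZFY1, from 0.663 to 1.4 for ZFY2 and from 62.4 to 101.7 for CTCF. Chromosome X held 52 ZFY1 peaks, 0 ZFY2 peaks and 5753 CTCF peaks. These were 0.104% (interval 0.079 to 0.136%) and 2.99% (2.91 to 3.06%) of the ZFY1 and CTCF peaks. Chromosome Y held 7, 0 and 274 peaks.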

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

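No sample group was large enough to be tested for a sample far from the others. The signals below are not what the comparisons of the report were designed to measure, and every test in this part was chosen after the result was seen. For the CTCF peak, how to read an enrichment between the outcomes set for the test was also settled after its value was known.

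A single CTCF peak, at chromosome 2, 98666129 to 98667688, held 7573188 tags, 13.2% of the CTCF library. It stood out as a single peak with a large share of the tags; the overlap comparisons use peak positions only. Repeat reads present in sample and control would give it a fold enrichment below the median of the CTCF peaks. Its enrichment was 15.28-fold, higher than 61.8% of the CTCF peaks, and above the median of 11.41-fold, so the outcome set for repeat reads was not met; nor was it among the highest. The peaks next in tags were split: one at chromosome 2, 98661955 to 98663100, held 526001 tags at 7.23-fold, below the median, and one at chromosome 14, 19415377 to 19419791, held 441346 tags at 15.06-fold. The test therefore leaves repeat reads open. No filter was named for the CTCF list. A ZFY1 peak overlapped the chromosome 14 peak, and none overlapped those on chromosome 2. No biological explanation was tested.

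The only ZFY1 peak outside the assembled chromosomes was on the mitochondrial genome. It had 1421 tags, the most of any ZFY1 peak, 7.20-fold enrichment and an FDR of 0%. The amount of mitochondrial DNA in the protein and control libraries was not analysed here, so a difference between DNA preparations cannot be set against binding. No explanation was tested, technical or biological.

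Human ZFY had 203 peaks on 53 sequences other than chromosomes, together 16326 tags. Weak background peaks would have a smaller share at an FDR of at most 5% than peaks on chromosomes. The share was 63.5% (129 of 203) against 30.5%, a ratio of 2.08, although median enrichment was close (5.10-fold against 4.59-fold). The share was thus not smaller, as weak background would have made it for the set as a whole; single peaks were not tested. Reads shared between near-identical sequences were not tested either, so the peaks cannot be told apart from that source. No biological explanation was tested.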

How the results depend on the processing

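There were no replicates, so leaving out replicates and other splits of the samples were not possible. No paired analysis was possible because each protein had 1 library. Of 81 alternatives to the results that answer a comparison, 46 were counted as unchanged. They kept their direction and their side of the threshold, or stayed within the error of the value, or were peak numbers that changed little. An example of the last is the 169696 CTCF peaks at an FDR of at most 5%, against 192670 in all. Limiting the lists to numbered chromosomes with X and Y removed few or no peaks, so overlaps and correlations could hardly change. Moving peaks by 10 to 50 kb, the FDR limit of 5%, leaving out single peaks, site p-values under 1e-4 and all alternatives for shares of tags were chosen after seeing the data. Except where a value below shows it, the cause was not tested.

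The share of ZFY2 peaks overlapped by ZFY1 kept its direction but lost significance for the better-scoring 50% of peaks (2.78%), summits within 100 bp (0.434%), 200 bp around the summit (1.13%), ZFY1 peaks at an FDR of at most 5% (0.130%, ratio 2.05) and peaks moved by 10 to 50 kb (4.81% observed, ratio 1.07). No excess remained for equal numbers of top peaks (0.173%, ratio 0.864, permutation p = 0.692).

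The share of ZFY1 peaks overlapped by CTCF lost significance for the better-scoring 50% (6.98%). It reversed with reciprocal overlap of 50% (4.79%), summits within 100 bp (0.999%), 200 bp around the summit (2.4%) and peaks moved by 10 to 50 kb (12.6% observed, ratio 0.940), and no excess remained for equal numbers of top peaks (3.59%, ratio 0.994, permutation p = 0.588). The share of ZFY2 peaks overlapped by CTCF lost significance for equal numbers of top peaks (0.260%), where only 6 peaks overlapped, and showed no excess over peaks moved by 10 to 50 kb (21.0% observed, ratio 0.976, permutation p = 0.722).

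Pearson's r at shared ZFY1 and ZFY2 peaks fell to 0.180 without the pair of highest ZFY1 enrichment. Of 2 pairs tied for the next place, leaving out one as well gave -0.025 and leaving out both 0.011, and none of these 3 values was significant. Spearman's rho stayed without significance in all 7 alternatives. The motif similarities stayed without significance under both alternatives. The ZFY2 excess near gene ends (9.28%) lost significance for peaks moved by 10 to 50 kb. The other gene-end alternatives changed neither the direction nor the call for any of the 3 proteins.

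The share of training sequences with a site moved to 21.4% for ZFY1 and 22.4% for human ZFY at a site p under 1e-5, and to 45.9% for human ZFY at 1e-4. Keeping the better-scoring 50% moved peak numbers by design, to 25085 for ZFY1, 1153 for ZFY2, 45042 for human ZFY and 96335 for CTCF, and the share of tags in peaks to 2.50%, 0.118%, 6.85% and 52.7%. An FDR of at most 5% left 654 ZFY1, 1 ZFY2 and 27557 human ZFY peaks. Without its largest peak, the share of tags was 0.214% for ZFY2 and 48.2% for CTCF, and without sequences other than chromosomes it was 10.9% for human ZFY. Of the values on chromosome X, 3 moved.

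Alternatives that need the genome sequence were not run: backgrounds matched on GC content, and all alternatives for GC content, for motif matches in all peaks and for the ZFY1 motif in ZFY2 peaks. Depth was not matched between the libraries, so how far it accounts for the different peak numbers and fold enrichments was not tested.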

Other observations

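The tests of the overlap between ZFY1 and ZFY2 peaks and of the ZFY1 overlap with CTCF were chosen after the peak lists had been looked at, the moved background included, but before any overlap was computed. The tests of gene ends, chromosome X, summit distances and motifs, and the comparison by FDR, were chosen after the result was seen. How to read the X scaling and the position of the ZFY1 motif sites was settled after their values were known, as was how far the CTCF density on X bears on the ZFY lists, and how far the CTCF overlap bears on the control library and the splits of ZFY1 peaks on shared sites. The deficit of the ZFY1 overlap with CTCF against moved peaks was tested after it was seen, and the reading of that overlap test was changed because of it.

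The overlap of ZFY2 with ZFY1 peaks was weighed against technical explanations. If artefacts of the common control library entered all mouse lists alike, CTCF peaks would exceed shuffled peaks at least as far, and they did for 1 bp overlap and shuffles within chromosomes, where the ZFY1 ratio divided by the CTCF ratio was 0.825. The order flipped in 4 alternatives: reciprocal overlap of 50% (1.34 for ZFY1 against 1.28 for CTCF), 200 bp around the summit (1.36 against 1.23), an FDR of at most 5% (2.05 against 1.43) and peaks moved by 10 to 50 kb (1.07 against 0.976). The control held 63319935 tags for CTCF against 57300464 for the ZFY lists, and 88.1% of CTCF peaks had an FDR of at most 5%, so artefacts of the control need not show in CTCF; the ratio for ZFY1 peaks overlapped by CTCF was only 1.04. The overlap therefore cannot be told apart from an effect of the control library. If regional peak density produced it, peaks moved by 10 to 50 kb would overlap about as often, and the ratio to moved peaks was 1.07 (permutation p = 0.263). If the proteins shared binding sites, ZFY2 would overlap the top 10% of ZFY1 peaks by enrichment more often than the rest. It overlapped 9 of 5017 and 104 of 45153, an odds ratio of 0.778 (two-sided Fisher exact p = 0.636). Splitting ZFY1 peaks at an FDR of 5% gave the other direction, 3 of 654 peaks (0.459%) against 0.222% of the rest (two-sided Fisher exact p = 0.183). Both splits used the whole ZFY2 list, in which 2305 of 2306 peaks had an FDR of 100%, so shared sites could hardly show and the splits do not decide on them. The remaining ZFY2 peak, the chromosome 11 site near Gm12223 with an FDR of 0%, overlapped the ZFY1 peak that is number 3 by enrichment and also has an FDR of 0%. Regional peak density remains an explanation for the overlap as a whole. The ZFY2 excess near gene ends behaved in the same way, with a ratio of 1.03 to peaks moved by 10 to 50 kb (permutation p = 0.354), so regional gene density remains a candidate explanation.

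For the ZFY1 overlap with CTCF, the ratio to peaks moved by 10 to 50 kb was 0.940, where regional peak density as the source of the excess over shuffled peaks would give a ratio near 1. The overlap was instead below that of moved peaks (6306 against 6709.4, permutation p = 0.001 for a deficit), so the test does not decide on the excess. The deficit was larger at short range. ZFY1 summits lay within 100 bp of a CTCF summit 501 times, against 848.9 times for moved summits, a ratio of 0.590 (permutation p = 0.001 for a deficit, the smallest that 1000 shuffles can give). For ZFY2 the corresponding ratio was 0.954 (permutation p = 0.409). Regional peak density therefore does not explain the ZFY1 deficit of summits. ZFY1 peaks were also fewer near gene ends, and moving them by 10 to 50 kb left a ratio of 0.680 (permutation p = 0.001). A candidate explanation for both is a bias in base composition, in the library or in binding; base composition was not analysed here, and the patterns cannot be told apart from it.

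Few mouse ZFY1 peaks lay on chromosome X, at 0.0148 of the autosomal density, and ZFY2 had none. CTCF, for which no filter is named, also had fewer peaks there, at 0.441 of the autosomal density and 0.540 of the density of the lowest autosome. A blacklist filter of the mouse ZFY lists, or a property of the mouse ZFY proteins, would not account for the CTCF deficit. The ZFY1 deficit was much larger. Neither is excluded as part of its cause, although its size alone does not require them. Chromosome X in the human list was not used in this comparison, which concerns the mouse lists and mouse DNA only. A background floor that removes only weak X peaks would raise the X share among the better-scoring 50% of CTCF peaks; it fell to 0.618 of the share among all. If a lower dose of X scaled enrichment down by a factor of 2, CTCF density on X at a given enrichment would equal autosomal density at an enrichment 2 times as high. The factor was 2.82, 2.57 and 2.26 at 10-fold, 20-fold and 40-fold (median 2.57), above 2 and falling. A lower X dose in the mouse DNA, set against a background rate estimated for the whole genome, thus may contribute but is not established. The scaling was computed for CTCF only. ZFY1 peaks fell off more steeply with enrichment, from 20082 at 4-fold to 133 at 8-fold, against 185577 and 126458 for CTCF. The same scaling could therefore give ZFY1 a larger deficit than CTCF, which was not tested. The sex of the mice is not given in the labels. Chromosome Y held 274 CTCF, 7 ZFY1 and 0 ZFY2 peaks. Peaks on Y point to male DNA, but reads shared with similar sequences elsewhere were not tested, so the sex stays open.

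The ZFY1 motif had an E-value of 0.86, and chance was tested through the position of its sites. Their mean distance from the summit was 16 bp, against 22.7 ± 3.99 bp for evenly spread sites (one-sided permutation p = 0.0483, 11 sites). The masked bases of the training sequences are not placed in the file, so the null is approximate and chance cannot be told apart. The human ZFY sites, with a much smaller E-value, were not nearer the summit than evenly spread sites (21.6 against 22.5 bp, permutation p = 0.282), whereas the CTCF sites were (8.63 against 32.5 bp, permutation p = 0.0001, the smallest that 10000 resamples can give).

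Although the whole motifs of ZFY1 and human ZFY were no more similar than resampled motifs, both hold the bases AGGC. Over the best 4 adjacent columns their mean correlation was 1.0, against 0.751 on average for resampled motifs (one-sided permutation p = 0.0013). The corresponding values were 0.764 for ZFY1 and CTCF (permutation p = 0.711) and 0.979 for human ZFY and CTCF (permutation p = 0.108). The window of 4 columns was picked because the match had been seen, which makes this p-value too small. A short AGGC core common to both proteins is a hypothesis that fits this match. The low number of ZFY1 sites (11) and the E-value of the ZFY1 motif (0.86) leave it open.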
